A study of Homo sapiens with 12 samples.

How the data were processed

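The series holds 12 libraries of B cells from the blood of 6 people with chronic lymphocytic leukemia (CLL), a cancer of mature B cells, each sampled before and after a treatment that the labels do not name. Per the labels' protocols, mononuclear cells were isolated and frozen, and dead cells were removed before B cells were enriched with a kit. Cell-barcoded cDNA was made with 10x Chromium 3' v3.1 reagents and joined into long molecules with the PacBio MAS-Seq kit, so that full cDNA molecules rather than short fragments were sequenced. The labels name the Revio instrument for the libraries of patients 1, 2, 5 and 6 and no instrument for those of patients 3 and 4.

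The authors deposited, for each library, a matrix of whole-number counts of molecules (UMIs) per gene row and cell barcode, with a list of gene rows and a list of barcodes. The read processing, the aligner, the genome build, the annotation and the rule that called cells are not given in the sources used here. Rows that carried the same gene symbol in a library were summed, which left 31146 features over all libraries. Of these, 5278 were compound features, rows in which the deposited lists join several gene symbols with a plus sign. No row was named as a mitochondrially encoded gene or as a cytosolic ribosomal protein gene, so the mitochondrial share of UMIs, a filter on it, and the gene sets of ribosomal and mitochondrially encoded genes were not analysed here. Features named only by an Ensembl identifier held between 2.39% and 4.74% of the UMIs of a library.

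Cells with at least 200 UMIs were kept, 65483 of the 66944 barcodes. Total UMIs per library ran from 1700463 to 13776845. Counts were normalised per cell and logged with scanpy 1.11.5, which also chose 2000 variable genes without immunoglobulin genes. All libraries were clustered together on 30 principal components and 15 neighbours, with the Leiden method of python-igraph 0.11.9 at a resolution of 1 and no integration between libraries. Clusters were named from marker lists fixed beforehand for B, T, NK, monocyte, platelet, erythroid and plasma cells. The planned scoring, a mean z-score between clusters, gave another type than the most abundant markers for 9 of 15 clusters, because nearly all clusters were B cells. It was replaced after the clusters were seen. A cluster took the type with the highest summed marker CPM (UMIs scaled to a common library total) if at least 3 of its markers reached 10 CPM and its 10 leading genes held no more markers of another type than of its own. Leading genes were ranked by fold over all other cells, among genes of at least 50 CPM and with 10 CPM added to both sides. Scrublet, run per library through scanpy, called 19 cells doublets, 0.0290% of the cells. That rate is too low for the caller to have worked, so no doublets were removed. Doublets within B cells would not be seen.

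UMIs of B-like cells were summed per library, since cells of a library are not replicates. Sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalisation, filterByExpr) in R 4.3.3, post-treatment minus pre-treatment, with the patient as a block and Benjamini-Hochberg adjustment at 0.05. Gene sets were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01. DESeq2 1.42.0 was an alternative test. Values per library were compared by exact two-sided permutation tests over the 64 sign patterns of the 6 within-patient differences, which cannot give a p under 0.03125 with 6 pairs, 0.0625 with 5 pairs or 0.125 with 4 pairs. These tests ran on scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15, with tables handled in pandas 2.3.3 and figures drawn in matplotlib 3.10.9. Shares of cells with a UMI of a gene were compared after thinning each cell to 250 UMIs, the largest of the depths considered that most B-like cells reach in every library, at least 91.0% here against 45.0% at 500 UMIs in the lowest library. Intervals of shares are exact Clopper-Pearson intervals at 95% and cover counting error only.

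The numbers in the labels name patients, so each pair of libraries is from the same donor if the labels are right. As a check, each library's deviation from its group's mean was correlated within pairs. The correlation was 0.519, 0.631, 0.534, 0.428 and 0.571 for patients 1, 2, 4, 5 and 6. It was 0.0659 for patient 3, whose library labelled pre-treatment correlated at up to 0.337 with a library of another patient. That library is called the library labelled patient 3 pre-treatment throughout, and values without patient 3 are given where a call or a direction changes.

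The comparisons, their tests, the marker lists, the gene sets, the 30 genes for coverage and the alternatives were chosen before the data were examined, except those said to be added afterwards. The rule for named genes was also fixed then. It takes, in each direction, the 6 genes with the smallest p among those past the threshold with a log2 change of at least 1 and the same sign in all 6 patients, or, where none passes, the 3 with the smallest p, said not to pass. Immunoglobulin genes, T-cell receptor segments, HLA genes and sex-linked marker genes were left out, as were compound features and features without a symbol. The BCL2 family and the coverage genes were named in addition. Alternatives were DESeq2 size factors, the DESeq2 test, no filter on low counts, no block, other cell filters and classes, Revio patients only, and each patient left out in turn. The Leiden resolution of 2, the Revio patients for values per library, IGLL5 counted with the light-chain genes, the light-chain class kept at the higher UMI minimum, and other feature sets for similarity were added after the data were seen. So were merged features, in which all features that share a gene symbol through a compound feature were summed, which left 21669 features. Names and neighbours of genes were looked up in RefSeq on assembly GRCh38.p14, whose coordinates are not used because the build of the files is unknown.

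The edgeR and DESeq2 steps were tested on simulated counts for the comparison of post-treatment with pre-treatment, 3 draws of 12144 genes with 200 of them changed, 100 at each size. With the dispersion estimated from these libraries, edgeR found 54.7% of genes changed 4-fold and 5.33% of those changed 2-fold, and 9.55% of its calls were false. DESeq2 found 81.7% and 22.3%, and 27.1% of its calls were false. With a smaller simulated dispersion edgeR found 91% and 62.7%, and 6.68% of its calls were false. Changes of 2-fold were therefore mostly out of reach at the spread between these patients.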

Results

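Single-cell long-read transcriptomes of blood B cells from 6 patients with chronic lymphocytic leukemia were compared before and after treatment. The series title names the genotyping of cells from long reads, which needs a transcript of the gene of interest in the cell. There were 6 pre-treatment and 6 post-treatment libraries, a pair for each patient. The libraries held 86771163 UMIs in 66944 barcodes, of which 1461 had fewer than 200 UMIs and were left out. Depth differed widely. Total UMIs ranged from 1700463 in the pre-treatment library of patient 1 to 13776845 in the library labelled patient 3 pre-treatment. The median UMIs per cell ranged from 464 in the post-treatment library of patient 1 to 2370 in the library labelled patient 3 pre-treatment, so that the same transcript was far easier to see in some patients than in others.

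**Figure D1:**
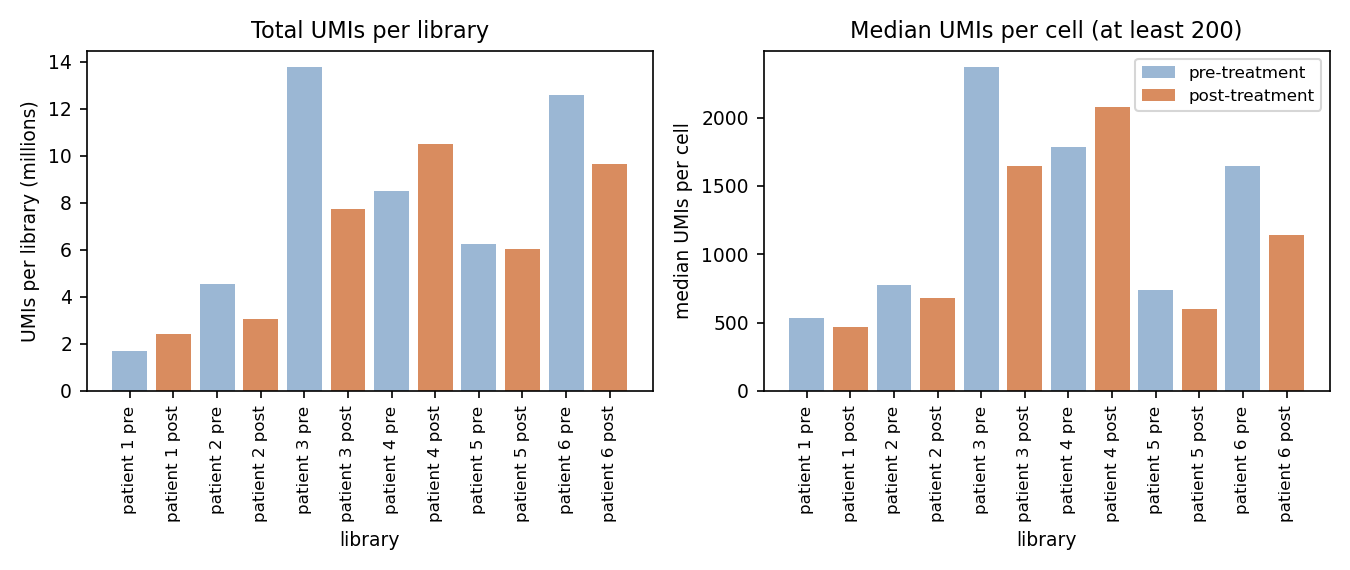
Total UMIs per library (left) and median UMIs per cell among cells with at least 200 UMIs (right), each bar a library, pre-treatment in blue and post-treatment in orange. Depth varied more between patients than within them, from 464 to 2370 UMIs per cell.

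Depth per cell fell after treatment in 5 of 6 patients. The mean within-patient change of the median UMIs per cell was -0.25 ± 0.28 on the log2 scale (SD, n = 6 pairs), which did not pass the exact permutation test (p = 0.125). The median number of genes per cell changed by -0.25 ± 0.18 (SD, n = 6 pairs; exact permutation p = 0.0625). With every cell thinned to 250 UMIs this change was -0.04, so most of it went with depth. In the 4 Revio patients alone the changes were -0.31 for UMIs and -0.28 for genes, lower in all 4 (exact permutation p = 0.125 for both, the smallest possible with 4 pairs). Patients 3 and 4, for whom no instrument is named, are too few for a test of their own.

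The 65483 cells formed 15 clusters. Of these, 13 were B-like and held 64633 cells, and 11 of the 15 drew at least 90% of their cells from a single library. Different clusters held the B-like cells of the groups. Pre-treatment libraries supplied most of clusters 0, 1, 4, 5, 9 and 10, and post-treatment libraries most of clusters 2, 3, 6, 7, 8, 11 and 12, so values within the B-like class compare cells of these different clusters. All 13 had a compound feature among their 10 leading genes. CD79A was seen in 71.2% of B-like cells and MS4A1 in 22.9%. Genes of other cell types served as a background for free RNA. HBB was seen in 0.241% of B-like cells, LYZ in 0.130% and CD3E in 0.0696%, at a median of 1071 UMIs per cell. In cluster 14, which was left unnamed and held 219 cells with blood cell markers of several types, HBB was seen in 12.8%, LYZ in 12.8% and CD3E in 11.4% at a median of 2583 UMIs.

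B-like cells made up 99.9% ± 0.0526 (SD, n = 6) of pre-treatment cells and 98.1% ± 4.39 (SD, n = 6) of post-treatment cells. The protocol enriched B cells, which sets the level of this share. The mean difference of -1.83 percentage points (SD 4.39, n = 6 pairs) did not pass the exact permutation test (p = 0.1875) and came from a single library. In patient 6 post-treatment the share was 89.1% (95% exact interval 88.4% to 89.8%), while the other 11 libraries lay between 99.8% and 100%. Without patient 6 the mean difference was -0.0375 points, and in the 4 Revio patients it was -2.69 points (exact permutation p = 0.75). The low share came from cluster 13, unnamed, which held 628 cells of that library and had 4 platelet markers among its 10 leading genes, and from 176 cells of cluster 14. With cluster 13 counted as B-like the share was 97.6%. A rule on the markers of each cell in place of clusters gave a difference of the other sign, 7.05 points, the alternative that moved the value most. A Leiden resolution of 2 gave -8.05 points (SD 19.6, n = 6 pairs), with 3667 cells in unnamed clusters. The size of the difference thus depends on the clustering.

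A clonal B-cell population uses a single immunoglobulin light-chain class, kappa or lambda. The share of B-like cells, among those with at least 3 light-chain UMIs, that expressed mostly the class dominant in their library was 99.8% ± 0.427 (SD, n = 6) before and 92.3% ± 12.3 (SD, n = 6) after treatment. The mean difference was -7.49 points (SD 12.4, n = 6 pairs; exact permutation p = 0.375). It came from the post-treatment libraries of patient 3, at 70.8%, and patient 4, at 84.1%. In the 4 Revio patients the difference was 0.00743 points (exact permutation p = 1). Without patient 3 it was -3.17 points, and without patient 4 it was -5.81. The share rests on few UMIs in places, with a median of 3 or 4 light-chain UMIs per counted cell in both libraries of patients 1, 2 and 5 and in patient 3 post-treatment. Counting IGLL5, which neighbours IGLC1 in RefSeq on assembly GRCh38.p14, with the IGLC genes moved the difference to -2.38 points.

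Whether libraries of the same patient resembled each other was tested over all pairings. Pearson's r of log2(CPM+1) across 12144 tested features, which are not independent replicates, averaged 0.892 over the same-patient pairs of pre-treatment and post-treatment libraries and 0.805 over pairs of different patients. Of the 720 ways to pair the libraries none gave a higher mean (exact one-sided permutation p = 0.00139, the smallest these pairings can give). Not each library was closest to its own pair. Patient 5 pre-treatment correlated at 0.853 with patient 5 post-treatment and at 0.879 with patient 6 post-treatment, and patient 3 post-treatment was closest to patient 5 pre-treatment, at 0.851. The libraries of patient 3 correlated at 0.844, while the library labelled patient 3 pre-treatment correlated at 0.940 with patient 6 pre-treatment and at 0.918 with patient 6 post-treatment. No other correlation between patients exceeded 0.879. Direction in patient 3 rests on this library, and without this patient the mean same-patient r was 0.902. The setting that moved the mean most was log2(CPM+10), with 0.912.

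**Figure D2:**
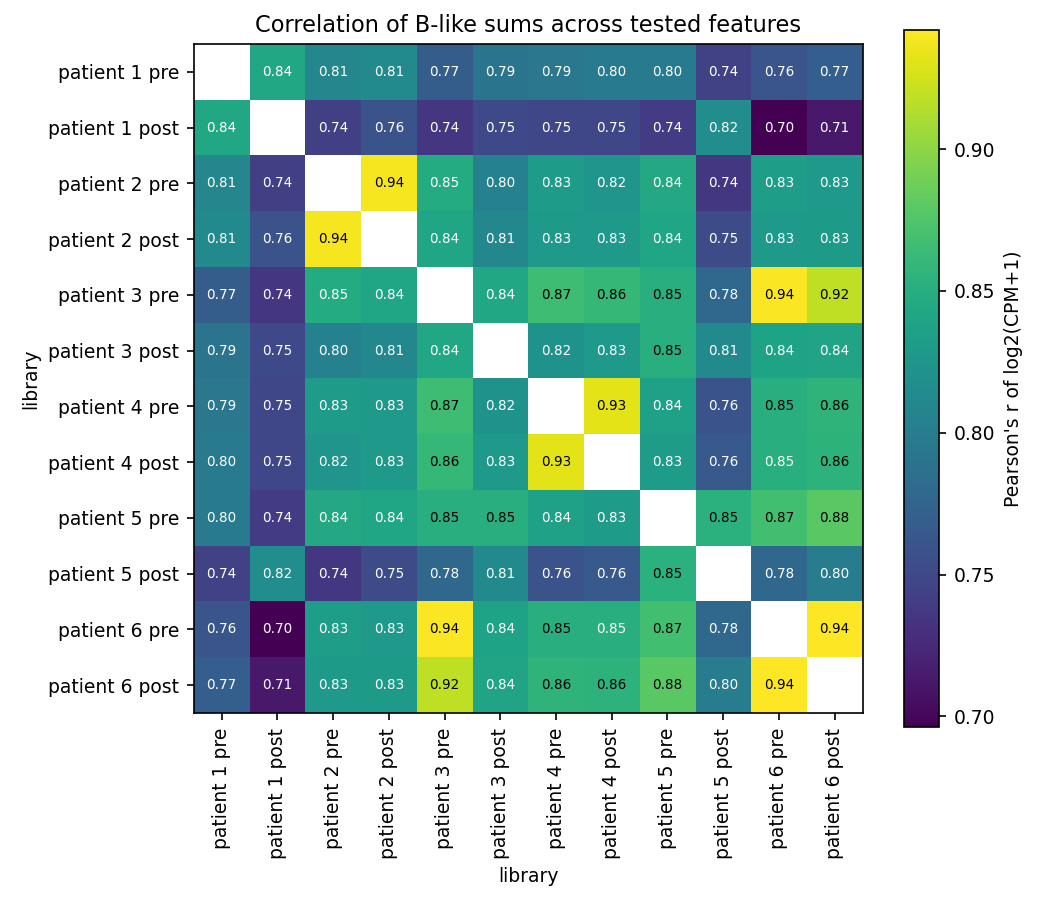
Pearson's r of log2(CPM+1) across 12144 tested features for each pair of the 12 libraries, summed over B-like cells; rows and columns are libraries and colour gives r. The library labelled patient 3 pre-treatment is closest to the patient 6 libraries, at 0.940 and 0.918.

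Gene expression in B-like cells was compared before and after treatment across 12144 features. With edgeR's quasi-likelihood test and the patient as a block, 0 features passed a Benjamini-Hochberg adjusted p of 0.05, and the smallest adjusted p was 0.522. At an unadjusted p under 0.05 there were 1151 features, 555 higher and 596 lower after treatment, where chance gives 607.2. The DESeq2 Wald test with the same block called 79 features, 40 higher and 39 lower. All 79 had an unadjusted edgeR p under 0.05, 58 changed in the same direction in all 6 patients, and 4 were compound features. DESeq2 gave no adjusted p for 1884 features. In all 6 patients 954 features, or 7.86%, changed in the same direction, 388 higher and 566 lower, against 3.125% by chance. The biological coefficient of variation was 0.465 with the patient block. The alternative that moved the count most was to drop the filter on low counts, under which 113 features passed. Of these, 73 were compound features and 82 had no UMIs in at least 5 of the 12 libraries.

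Since none passed, the 3 features with the smallest p in each direction were taken, none of which holds after adjustment. SPAG9 rose from 39.4 ± 18.9 to 113.5 ± 65.5 CPM (SD, n = 6), a log2 change of 1.51 ± 0.25 (SE), higher in 6 of 6 patients (edgeR adjusted p = 0.522). The change of SREBF2 was 1.18 ± 0.23 and that of KHNYN was 1.27 ± 0.25 on the log2 scale (SE), both higher in 6 of 6 patients. ZER1 averaged 9.06 CPM before and 1.84 CPM after treatment, a log2 change of -2.20 ± 0.42 (SE). FH changed by -1.90 ± 0.38 and C14orf119 by -1.32 ± 0.25 (SE), and each of the 3 was lower in 6 of 6 patients. Counts behind these genes were low in places, with 3 UMIs of ZER1 and 5 of FH in their lowest libraries. These 6 genes passed under DESeq2, with adjusted p from 0.000421 for SPAG9 to 0.00479 for KHNYN, and all 6 kept their direction without patient 3. On merged features the changes were smaller for SPAG9, at 0.82, and for ZER1, at -0.50, whose merged features also hold other genes.

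**Figure D3:**
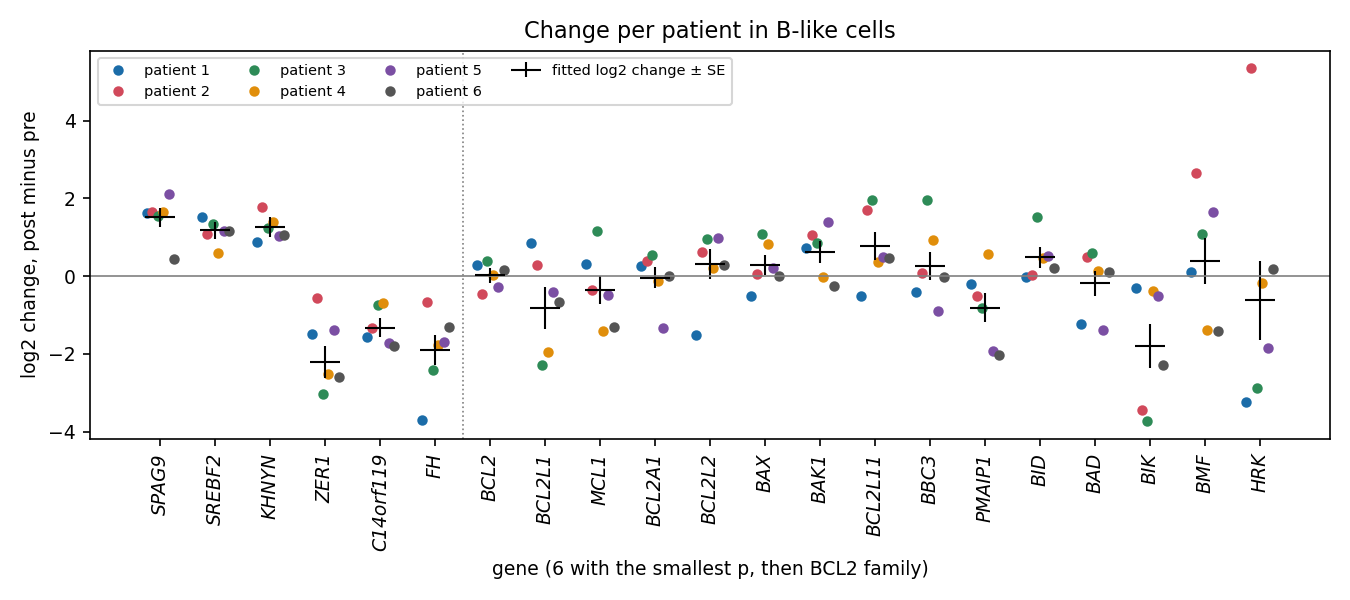
Log2 change, post-treatment minus pre-treatment, for the 6 genes with the smallest p and for 15 members of the BCL2 family; points are patients, and bars give the fitted change ± SE. The 6 genes on the left changed in the same direction in all patients, and of the BCL2 family BIK alone did, with a fitted change of -1.79.

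The BCL2 family of apoptosis regulators was fixed as a list because its members are drug targets in CLL. Of 16 listed genes 15 were tested. Adjusted over the list alone, 0 of 15 passed in edgeR, and over all features tested 0 passed as well. BIK had the smallest p. It fell from 43.9 ± 22.6 to 15.9 ± 17.5 CPM (SD, n = 6), a log2 change of -1.79 ± 0.57 (SE), lower in 6 of 6 patients (edgeR unadjusted p = 0.0114, adjusted over the list alone 0.172). DESeq2 called 1 of 15, BIK, with an adjusted p over the list of 0.00663. Without patient 3 the change of BIK was -1.36, and on merged features it was -0.78. PMAIP1 changed by -0.81 ± 0.37 (SE) and was lower in 5 of 6 patients, BAK1 by 0.63 ± 0.28 (higher in 4) and BCL2L11 by 0.78 ± 0.36 (higher in 5), all with an adjusted p over the list of 0.226. BCL2 itself stood at 255.4 ± 49.0 CPM before and 263.3 ± 76.0 CPM after treatment (SD, n = 6), a log2 change of 0.02 ± 0.20 (SE) whose sign differed between patients and flipped when patient 1, 3 or 6 was left out. BCL2L2 is uncertain, since 68.0% of the UMIs that name it lay in a compound feature with PABPN1. HRK had only 1 UMI in its lowest library.

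Of 8 gene sets fixed in advance, 6 had members in the files, and 3 of 6 passed camera at the preset correlation. The CLL and B-cell surface markers were lower after treatment (24 genes, mean log2 change -0.43, 7 of 24 higher, adjusted p = 0.0227), as were the interferon response genes (21 genes, mean -0.58, 2 of 21 higher, adjusted p = 0.0227). The set of CLL and B-cell surface markers also holds CLL genes that are not surface markers, such as LEF1 and ZAP70. The immediate-early and heat-shock genes were higher (18 genes, mean 0.54, 11 of 18 higher, adjusted p = 0.0378). With the correlation estimated from the data 0 of 6 sets passed, with adjusted p of 0.322, 0.596 and 0.571 for these 3 sets. In the 4 Revio patients 1 of 6 passed, the interferon set, with a mean of -1.03. Without patient 3 or without patient 6 it was the CLL and B-cell surface markers alone, with means of -0.39 and -0.53. Without patient 2 it was that set and the B-cell receptor and NF-kB targets. Without patient 1 the immediate-early and heat-shock genes did not pass, and the cell cycle genes did. The interferon set's mean without patient 4 was -1.04. JUND, singled out after its values were seen, rose from 21.5 to 1684 CPM in patient 1 and from 1096 to 1678 CPM in patient 4, and the median change of the immediate-early and heat-shock genes, 0.21, lay below their mean. Among the sets that did not pass, the B-cell receptor and NF-kB targets had a mean of 0.37 and an adjusted p of 0.136, and the cell cycle genes a mean of -0.28 and an adjusted p of 0.136. For the BCL2 family the signs differed, with a median of 0.02, a mean of -0.10 and a test direction of higher (adjusted p = 0.775).

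The median change of a set's members was also taken in each patient. For the CLL and B-cell surface markers it averaged -0.52 ± 0.32 (SD, n = 6) and was below 0 in all 6 patients (exact permutation p = 0.03125, the smallest possible, and 0.1875 after adjustment over 6 sets). For the interferon response genes it averaged -0.53 ± 0.996 (SD, n = 6; exact permutation p = 0.219, adjusted 0.4375). It lay between -1.15 and -0.62 in 5 patients and at 1.47 in patient 4. For the immediate-early and heat-shock genes it averaged 0.22 ± 0.64 (SD, n = 6; exact permutation p = 0.375, adjusted 0.5625), above 0 in 4 of 6 patients.

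**Figure D4:**
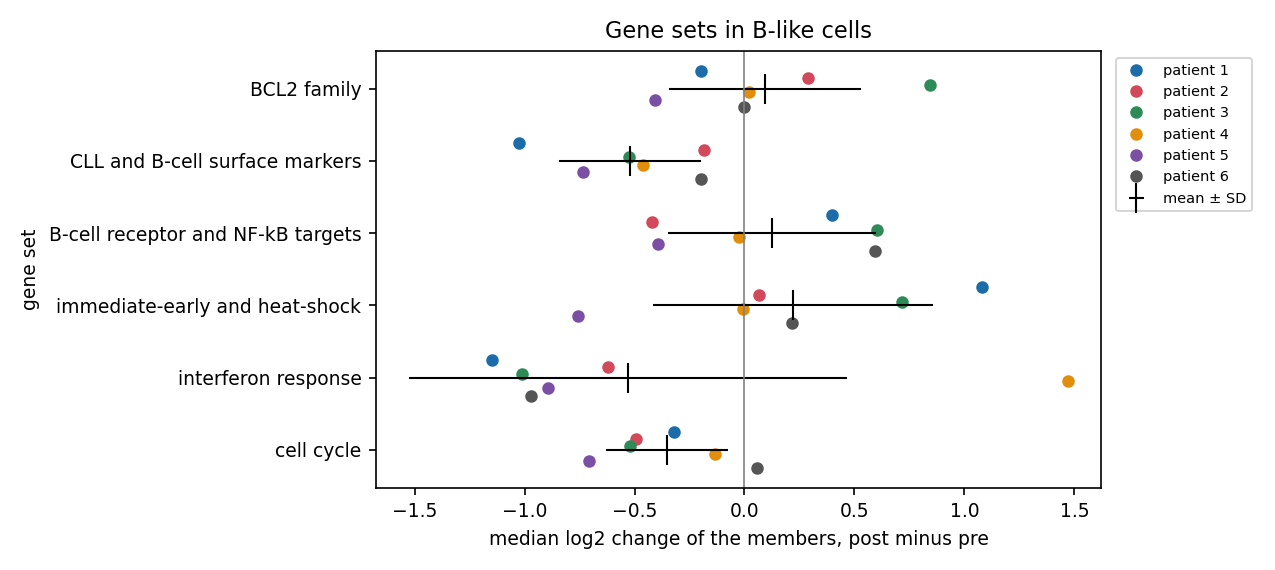
Median log2 change, post-treatment minus pre-treatment, of the members of 6 gene sets; points are patients, bars give the mean ± SD over patients. The CLL and B-cell surface markers lie below 0 in every patient, and patient 4 stands apart for the interferon response genes, at 1.47.

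For genotyping from reads, a transcript of the gene must be seen in the cell. Of 30 genes recurrently mutated in CLL, 29 were listed as features of their own. The share of B-like cells with at least 1 UMI, averaged over the 12 libraries, was highest for DDX3X (29.8% ± 9.23, SD, n = 12), CHD2 (28.0% ± 17.9), BCL2 (26.9% ± 16.1) and SF3B1 (24.2% ± 13.6). ATM was seen in 12.4% ± 7.39 of cells and BTK in 10.9% ± 6.86. XPO1 was seen in 6.06% ± 3.85, MYD88 in 3.06% ± 2.59 and NOTCH1 in 0.342% ± 0.557, the lowest. The post-treatment library of patient 3 had the highest share for NOTCH1, 1.97%, and without that library the mean was 0.194%. HBB, which B cells should lack, averaged 0.240% over the libraries and ranged from 0% to 1.15% between libraries. LYZ, a monocyte gene, was seen in 1.39% of B-like cells in that library, its highest share, so background is not excluded there. Shares followed depth, and SF3B1 ranged from 3.71% to 49.1% between libraries.

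The median over the 29 genes was 4.08% ± 2.63 (SD, n = 6) before and 4.11% ± 1.67 (SD, n = 6) after treatment. With cells thinned to 250 UMIs, which left out 331 pre-treatment and 948 post-treatment B-like cells, it was 0.789% ± 0.160 and 1.02% ± 0.336. The difference of 0.234 points (SD 0.349, n = 6 pairs) did not pass the exact permutation test (p = 0.1875). It was 0.0301 points without thinning, which was the alternative that moved it most, 0.379 points in the 4 Revio patients (exact permutation p = 0.125), and 0.115 points without patient 1 (exact permutation p = 0.375). Of the 29 genes FBXW7 had the smallest p, with a thinned share higher in 6 of 6 patients by 0.517 points (exact permutation p = 0.03125, adjusted over 29 genes 0.680), and none passed after adjustment.

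**Figure D5:**
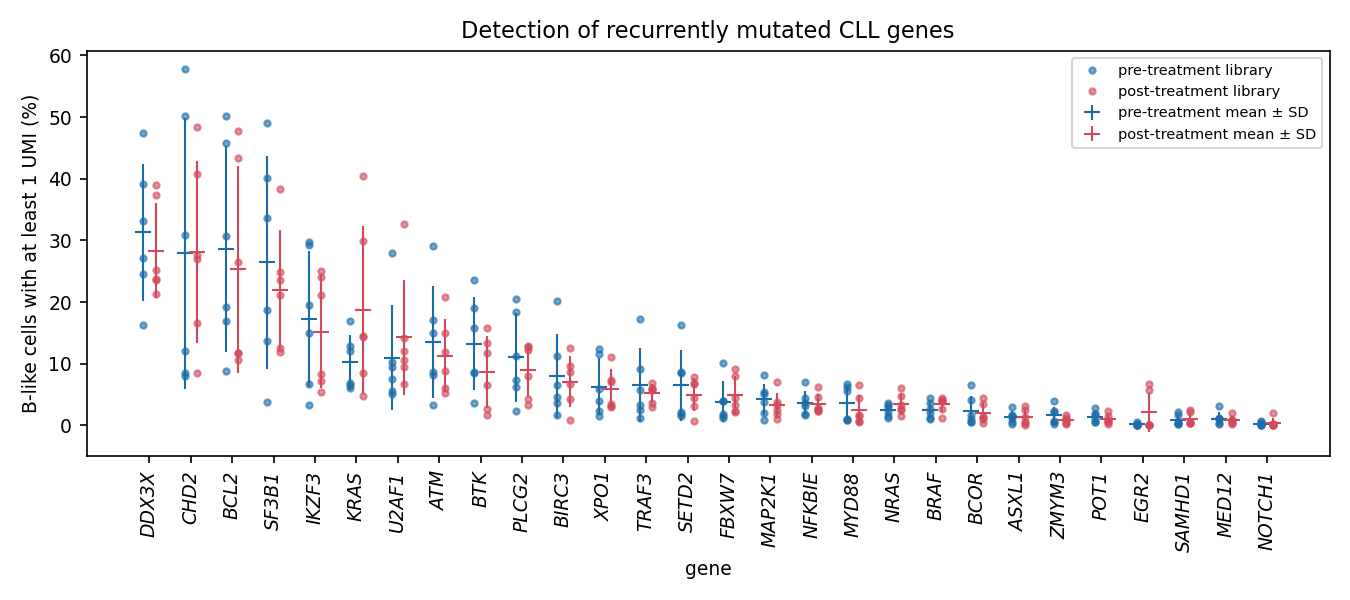
Share of B-like cells with at least 1 UMI of genes from the list of those recurrently mutated in CLL, not all of which are drawn, in percent, unthinned; points are libraries, pre-treatment in blue and post-treatment in red, and bars give the mean ± SD over 6 libraries. Shares ran from 29.8% for DDX3X down to 0.342% for NOTCH1, and libraries of a group differed widely.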

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

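The tests of mislabelling, shared RNA, droplets with another cell, platelet RNA, merged features for the interferon genes, monocyte RNA as the source of the rise, and chance among the values examined were chosen only after the result was seen. The tests of light-chain depth in patient 2, of the monocyte marker ratio and of BCL2L2 on merged features were written down before their result was seen. Values were examined here when the gap between an extreme library or patient and its nearest neighbour took up more of the range of 6 values than Dixon's critical value at 95%. Chance gives this in about 1 of 20 sets. Of 96 sets of values 10 met it, where chance gives 4.8, with an exact one-sided binomial p of 0.02193. The sets are not independent, which keeps chance open for any single value. No patient held more than 3 of the 10.

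In the post-treatment library of patient 6, 89.14% of cells were B-like at the Leiden resolution of 1, where the next lowest post-treatment library had 99.76%. The change of -10.78 points in that patient stood apart from the next, -0.152. Most of the other cells formed a cluster in which 69.1% of cells held a CD79A UMI, against 68.3% of the B-like cells of the library, and 31.5% held a UMI of the platelet gene PPBP. The median UMIs of this cluster were 0.9401 times those of the B-like cells, which argues against a second nucleated cell in the droplet. PPBP was seen in 1% of the library's B-like cells and in at most 0.104% in other libraries. The cluster was formed on expression and had 4 platelet markers among its 10 leading genes. Cells with platelet RNA were thus drawn out of the B-like class. These shares therefore cannot decide on platelet RNA spread evenly over the library. Platelets bound to B cells, or platelet fragments caught with them, may stay open as a source. The pair of libraries cannot tell handling of the sample from a change in the patient after treatment, and neither was tested.

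The pre-treatment library of patient 2 had a dominant light-chain share of 98.92%, where the next lowest had 99.89%. Only 1 cell of this library reached 10 light-chain UMIs, and the share was 0% among that 1 cell, so that few light-chain UMIs per cell and another cause cannot be told apart. The share in this library also depends on whether IGLL5 is counted, and that value is not given, as it would show the class of the patient. No biological explanation was tested.

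The median change of the interferon response genes in patient 4 was 1.473, while the other patients lay between -1.15 and -0.62. On merged features the patient's median was 1.642, which argues against reads divided between compound features. Summed CPM of 7 monocyte markers in B-like cells was 55.3 before and 72.2 after treatment, a ratio of 1.307. This ratio lay between the bounds written down beforehand and decided nothing by itself. The summed CPM of the interferon genes rose from 1412 to 4132, which was 160.1 times the rise of the markers, 17.0. In patient 2 the markers rose by a ratio of 1.27 while the interferon median was -0.62. By the test chosen afterwards, this argues against monocyte RNA as the source. Patient 4 has no instrument named, as has patient 3, whose median was -1.01. An interferon response that differed between patients may remain as a hypothesis, and handling of the samples was not tested. The difference between patient 4 and the others has no replicate within the patient and was not tested.

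The change of BCL2L2 in patient 1, -1.406 on the log2(CPM+1) scale, stood apart from the next, 0.191. The feature fell from 18.4 to 6.32 CPM with TMM factors in this patient, while the compound feature of BCL2L2 and PABPN1, singled out after its values were seen, went from 0 to 183.5 CPM on library totals, without these factors. On merged features the gap took up 0.006269 of the range. Only 10.1% of the merged CPM lay in features that name BCL2L2, so the merged value is mostly PABPN1. Reads moved to the compound feature and lower expression cannot be told apart.

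Other single values stood apart as well. The change of SPAG9 on the log2(CPM+1) scale was 0.4267 in patient 6, and the other patients lay between 1.52 and 2.09. KHNYN stood at 4.675 on that scale before treatment in patient 1, the next at 2.74. BCL2A1 changed by -1.283 in patient 5, where the next was -0.12. BID changed by 1.47 in patient 3, where the next was 0.52, and this change rests on the library labelled patient 3 pre-treatment. BIK stood at 2.381 before treatment in patient 5, with the others between 4.99 and 5.99. For these values no explanation was tested.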

How the results depend on the processing

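Of 452 values under alternative settings, 408 kept their direction and their side of the threshold, or moved by less than 1 SD between patients where no test could pass, or stayed within the range allowed for counts; 9 became weaker, 11 stronger, 11 moved and 13 reversed. Of the 44 values under settings added after the data were seen (merged features, Leiden resolution of 2, Revio patients for values per library, IGLL5, the light-chain class kept, and feature sets for similarity) 43 were among the 408. One of these changed sign all the same: the dominant light-chain share went from -7.49 points to 0.00743 in the Revio patients. With 5 pairs the smallest possible p is 0.0625 and with 4 it is 0.125, so those runs say nothing about whether a call on values per library is stable. At 10 light-chain UMIs the light-chain share was -8.52 points with the majority class chosen anew among those cells. With the class kept as at 3 UMIs it reversed to 4.69 (exact permutation p = 1), and this rests on 1 cell in patient 2 before treatment and on 29 in patient 3 after. Over all alternatives the light-chain share ran from -9.15 to 4.69 points and driver coverage from 0.0301 to 0.379.

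The count of features past the threshold was 0 in edgeR, with 1151 at an unadjusted p under 0.05. It was 113 without the filter on low counts and 79 under DESeq2, and 0 in each fit that left out a patient. At an unadjusted p under 0.05 there were 454 features with no replicate block, 1998 without the filter, and 690 to 1231 with a patient left out, lowest without patient 5. For the BCL2 family, adjusted over the list alone, the count of 0 became 1 without the filter and 1 under DESeq2, BIK in both. In simulated data with the estimated dispersion, 27.1% of the DESeq2 calls were false, against 9.55% for edgeR. DESeq2 also found more of the genes changed 4-fold there, 81.7% against 54.7%, and 2-fold, 22.3% against 5.33%. The cause of the differences between settings was not tested.

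The count of gene sets past the threshold, 3, was 0 with the estimated correlation, whose values per set reach 0.46, and 1 in the Revio patients, where fewer libraries were fitted. It ran from 1 to 4 with a patient left out. Without patient 3 or 6 only the CLL and B-cell surface markers passed. Without patient 1 the immediate-early set dropped out (adjusted p = 0.364) and cell cycle passed (0.0482). Without patient 2 the interferon (0.0505) and immediate-early sets (0.0532) dropped out and the B-cell receptor and NF-kB targets passed (0.0206), as they did without patient 5 (0.0410). The adjusted p of the interferon set ranged from 1.7e-07 without patient 4 to 0.596 with the estimated correlation.

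Without the block, values per library gave exact permutation p of 0.268 for the B-like share, 0.610 for median UMIs, 0.569 for median genes, 0.206 for the light-chain share and 0.145 for driver coverage. Dropping the block left 0 features, 3 sets and 0 BCL2 family genes past the threshold, so the pairing changed no other call. It reversed the mean of the BCL2 family set to 0.00377 and the change of BCL2A1 to 0.083.

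The B-like share difference reversed to 7.05 points under the rule on single cells, and ran from -2.20 to -0.0375 with a patient left out. That rule took only 51.9% of pre-treatment cells as B-like. It needs a UMI of a B-cell marker. It also drops a cell with a UMI of a T, NK, monocyte, platelet or erythroid marker, CST3 and LYZ aside. How many cells each part removed was not counted. With a patient left out, small changes in the BCL2 family reversed: BCL2A1 ran from -0.16 to 0.22, BCL2 from -0.050 to 0.12, BAD from -0.35 to 0.057, BMF from -0.040 to 0.82, BBC3 from -0.065 to 0.50 and HRK from -1.44 to 0.016. None of these had passed a threshold. BCL2, BBC3 and HRK reversed without patient 3, whose label is in doubt.

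The mitochondrial share of UMIs and its alternatives were not run, as no row names a mitochondrially encoded gene, and neither were sets without members in the files. The run without doublets removed only 19 cells and says nothing about stability. DESeq2 was not used for gene sets. Depth limits what is seen, since in the post-treatment library of patient 1 a median cell held 464 UMIs.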

Other observations

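The tests in this part were chosen only after the result was seen, except those of read assignment between library series, of depth for the stretch of neighbouring genes, and of merged features without a filter.

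The library labelled patient 3 pre-treatment was compared with the others by on-off genes, those at 20 CPM or more in a library and at 2 CPM or less in the other. Immunoglobulin genes were not used for this. It differed from patient 6 pre-treatment by 13 such genes and from patient 6 post-treatment by 9, within the 9 to 63 seen between libraries of the same patient elsewhere. Against patient 3 post-treatment it differed by 103, and pairs of different patients differed by 55 to 178. The higher of the counts against patient 6 was 0.2364 of the lowest between different patients, which argues against different patients with a similar disease. The excess of its correlation with patient 6 over that with patient 3 was 0.08769 on merged features and 0.09076 with libraries thinned to the same total, which argues against compound features and library depth. Its correlation with patient 6 exceeded that with patient 4, whose libraries also lack a named instrument, by 0.07432, which argues against the sequencing batch. It shared 5 and 12 barcodes with the patient 6 libraries, in the range of 2 to 25 for any pair, so it is no copy of their cells. A candidate explanation is a mislabelled sample, in which this library holds cells of patient 6. A swap would need a partner out of place, and none was found.

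In the post-treatment libraries of patients 3 and 4, UMIs of the minority light-chain class made up 33.4% and 18.8% of light-chain UMIs. Cells with both classes made up 64.3% and 80.5%. The share of cells with minority UMIs was 0.8607 and 0.961 times what a common mixing share gives. Among cells with at least 10 light-chain UMIs, though, the dominant class led in 34.48% of 29 cells and in 93.62% of 2632, where a common share gives 82.9% and 99.5%. The upper exact 95% limits were 54.3% and 94.5%. With IGLL5 counted, both shares also lay below those of a common share. How far below in patient 3 depends on IGLL5, which decides most of the cells that reach 10 UMIs there. The size of the gap in patient 3 is therefore not relied on. Over all counted cells the spread of minority UMIs was at least 1.439 and 3.38 times that of a common share, with or without IGLL5, and the lower 95% bootstrap limits were 1.375 and 3.22. This argues against RNA shared at one share in every cell. RNA shared in amounts that vary between cells cannot be told apart from other sources, since no test here separates them. Cells with minority UMIs alone made up 4.005% and 2.88%, far below the minority share, which argues against B cells of the other class as the whole source. Free RNA in varying amounts and a second light chain transcribed in the same clone stay open, and these were not tested against each other.

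Features named as mitochondrial pseudogenes or with an MTRNR2L symbol, such as MTRNR2L12, were 78 in all. They held 2.66% to 7.29% of UMIs in the libraries of patients 5 and 6 and at most 0.00662% in the others. If read assignment had differed in general, other features should also be seen in these libraries alone. There were 2. Patients 1 and 2, 3 and 4, and 5 and 6 were taken as series, and pairs of patients from different series had up to 11. The 11 were in patients 3 and 6, whose pair rests on the doubted label, and without that pair the highest was 6. This argues against a general difference that leaves features wholly absent from the other libraries. A general difference in amount stays open, since only features without a UMI in the other libraries were counted. Handling specific to mitochondrial reads stays open, since this test does not reach it.

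Changes after treatment correlated between patients 1 and 5 across genes, which are not independent replicates, at 0.389, while the other 14 pairs of patients lay between -0.03 and 0.13. The correlation was 0.4244 on merged features, 0.4005 with thinned libraries and 0.3942 with a curve on gene span removed, for the 87.7% of features with a span, where it was 0.412 before removal. Compound features, library totals and gene length are thus argued against. The thinning did not equalise UMIs per cell, so depth and quality of cells were not tested. The post-treatment libraries of patients 1 and 5 held 374 and 595 barcodes under 200 UMIs, against at most 143 in any other library. A treatment or timing that patients 1 and 5 share may be a hypothesis beside it, and the labels do not name the treatment.

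In the post-treatment library of patient 3, 60 neighbouring genes on chromosome 6 between TRIM27 and ITPR3, singled out after their values were seen and ordered as in RefSeq on assembly GRCh38.p14, had a median of -2.78 on the log2 scale relative to the median library. The lowest of the other 124 stretches in that library had -0.1706, which argues against depth. Without HLA genes the median was -2.612, which argues against HLA expression alone. The pre-treatment library of patient 1 had -1.64 and the others lay between -0.47 and 0.45. No explanation that fits was found, and a difference of a donor from the reference was not examined.

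PTPRCAP, singled out after its values were seen, ranged from 8.82 to 1452 CPM between libraries. Summed over the 3 features that name it, the highest library was 4.059 times the lowest, against 165 times for the single feature. Reads of a gene placed under different features in different libraries may therefore explain its spread. The same may hold for the calls made without a filter, which numbered 113 on deposited features and 8 on merged features. Of 5216 compound features with counts in B-like cells, 42.8% were seen in exactly 1 library and 144 in all 12.

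Labels were exchanged within patients in all 32 distinct ways, the real one included. For features past the threshold in edgeR, 32 of 32 gave a count as large as the real 0, with 0 the highest of the others. For the BCL2 family 32 gave as large a count as 0, with 1 the highest. For gene sets 7 gave as large a count as the real 3, the highest of the others also 3, so chance is not excluded. For features at an unadjusted p under 0.05 only 1 did, the real one, with 1151 against 945 next. For DESeq2 calls likewise only 1 did, with 79 against 29 next. A share of 1 in 32 is the smallest these exchanges can give, and it was not adjusted over the counts tested. It argues against chance for those counts without excluding it, and says nothing of any single gene in them. The counts also overlap, as all 79 DESeq2 calls had an unadjusted edgeR p under 0.05. Without patient 5 the count at an unadjusted p under 0.05 was 690 of 12693, where 5% gives 635, so much of the excess over 5% rests on that patient. The exchanges were repeated with each patient left out, and the real labels gave the largest of 16 counts each time, in edgeR and in DESeq2. Without patient 5 these were 690 against 513 next, and 36 against 21. A share of 1 in 16 cannot pass 0.05. The exchanges keep both libraries of patient 3 together and do not remove the doubt about its label.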
